A study of Mus musculus with 3 samples. Its data were reported in "Imaging and multi-omics datasets converge to define different neural progenitor origins for ATRT-SHH subgroups" (2023).

How the data were processed

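Single-cell RNA sequencing was carried out by the study on 3 fresh brain tumours of the R26-SHH group. Each tumour grew in a different mouse of a line that carries a tamoxifen-inducible Cre recombinase at the Rosa26 locus and floxed alleles of Smarcb1, a subunit gene of the SWI/SNF chromatin remodelling complex whose loss drives rhabdoid tumours. The labels place all 3 samples in this single group, so no comparison between groups of animals was possible. The comparisons were made between cell classes inside the tumours, and the sums that enter a comparison come from the same animal, which is why the tumour was used as a block. The replicate numbers 1 to 3 only name the tumours.

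The deposited matrices hold UMI counts per gene and cell barcode, made by the authors with Cell Ranger on the mm10 mouse reference from 10x droplet libraries that are counted from the 3' end of transcripts. No normalisation had been applied. The values are whole numbers, and each barcode in the matrices holds at least 500 UMIs. The additional removal of non-tumour cells described by the study was not applied here, because immune and vascular cells serve as the background below. Of the 31053 genes in the matrices, 31011 had an identifier in the GENCODE M21 annotation of GRCm38. Positions are 1-based and refer to that build.

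The tumours gave 12467, 9485 and 6428 barcodes with 79529921, 40151353 and 67645602 UMIs in total. In each tumour, barcodes were removed when they had fewer genes than the 5th percentile (never below 200 genes) or a mitochondrial share above the median plus 3 scaled median absolute deviations (at most 20%). The resulting minima were 384, 407 and 367 genes, and the maxima 16.6, 20 and 15.4% mitochondrial UMIs. Doublets were scored with Scrublet as implemented in scanpy 1.11.5. The threshold that Scrublet sets itself marked 6, 2 and 3 cells, so a fixed rate of 0.8% per 1000 cells was used instead, which is 7.63, 6.05 and 4.00% of the cells scored. Cells above the score at that quantile were removed and cells tied at it stayed, which took 690, 448 and 152 cells. This left 8853, 7112 and 4854 cells with median depths of 7132, 2368.5 and 8070 UMIs. Doublets of like cells and free RNA in the droplets were not corrected for.

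The tumours were integrated with the canonical correlation method of Seurat 5.3.0 (R 4.3.3) over 2000 variable genes and 30 anchor dimensions, and clustered by the Louvain method on 12 principal components. The resolution was the lowest, from 0.2 in steps of 0.1, that gave at least 13 clusters, which was 0.4 and gave 14 clusters. A list of 88 genes in 6 families was kept out of the variable genes and out of cluster naming, so that these genes could be compared between classes without having defined them. The families were the Notch pathway, repressors of neuronal genes, SWI/SNF subunits, the SHH pathway, genes of the ganglionic eminence (the ventral forebrain progenitor zone) and genes of the midbrain-hindbrain boundary. The other genes differ between clusters by construction and were not read as results of the tests between classes.

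Clusters were named from 13 lists of marker genes. A cluster took the name of the list with the highest mean log2 difference from the other clusters (5 CPM added before the logarithm), when at least 3 of its genes were more than 0.5 higher and were seen in at least 10% of the cluster's cells. A cluster stayed without a class when another list had more genes among its 10 leading genes. It also stayed without a class when none of its own markers was among these and its median depth was below the tumour's median divided by 3 in most tumours. The neural classes are the neural progenitor-like, neuronal-like, stem-like (neural stem cell-like with mesenchymal-like) and cycling clusters. In the main clustering no cluster was named neuron-restricted progenitor-like. At resolution 1.2 a cluster of 1134 cells took that name and was counted among the neural classes. All names describe marker genes, not lineage.

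The gene lists, the comparisons, the tests, the rule for naming genes in the text and most alternatives were fixed before the data were examined. The scoring rule for cluster names, the fixed doublet rate and 2 added alternatives were chosen after the clusters or scores had been seen. The rule names 16 list genes whatever their result, of which 15 are reported here, and for each comparison up to 6 more that pass the threshold and change the same way in all 3 tumours, by size. A few genes of the fixed lists enter the counts over those lists but are not reported here singly. Other genes are named only where a detection count or a difference between tumours is reported.

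Counts were summed per tumour and class when a class had at least 20 cells there. All classes entered a single fit in edgeR 4.0.16 with the quasi-likelihood test, TMM normalisation, filterByExpr and terms for class and tumour, from which 15362 genes were tested in the comparisons between neural classes. P-values were adjusted by the Benjamini-Hochberg method over all genes tested and, separately, over the held-out list alone, with a threshold of 0.05. The sum of all neural classes was compared with the immune-like sum in a separate fit. Values per class are CPM, scaled by the total UMIs of the sum. Differences per tumour are differences of log2 CPM after adding 0.5 CPM. Intervals are 95% exact Poisson intervals for CPM and exact Clopper-Pearson intervals for shares, and a count of 0 was read as allowing up to 3 counts. Both cover counting error only. The test was tried on simulated counts for the neuronal-like against progenitor-like comparison. Each gene was drawn from its mean over all sums and from the real depths, with 200 genes changed in neuronal-like cells. No other class difference and no tumour effect was simulated, so the setting was simpler than the data. After filtering, 14589 genes could be tested. The test recovered 130 of the changed genes, which is 67.7% of those that could be tested. It gave 0 calls in the wrong direction and 12 false calls, or 8.45% of all calls. Of the changes of 1 log2 unit, 49.0% were recovered, and changes of 2 log2 units were estimated at a median of 2.02.

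Shares of cells with a UMI were taken after each cell had been thinned at random to 2000 UMIs, with shallower cells left out. Immune-like cells of the same tumours are given as the background. The difference in cycling share was tested with an exact two-sided sign-flip permutation test over the 3 tumours, whose smallest possible p-value is 0.25.

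The alternatives fixed beforehand replaced the test (DESeq2 1.42.0), the size factors (RLE), the filter on low counts, the block, the integration, the resolution (0.2 or 1.2), the number of principal components (30), the doublet removal, the rule that cells failing either limit are removed (only those failing both), the whole cells (thinned to 2000 UMIs), the clusters (classes from marker UMIs in each cell) and the minimum class size (50 cells). Removing only cells that fail both limits follows the rule stated by the study, which discarded cells failing on genes and on mitochondrial RNA together. The study set its mitochondrial limits by eye, so the limits themselves can differ. Each tumour was also left out in turn. Where a class had a sum in fewer than 2 tumours, as the progenitor-like class without integration, only the differences are given. No test result and no count of list genes is reported for it. The added alternatives put a shallow cluster with neuronal genes into the neuronal-like class, or set the mesenchymal-like cells apart from the stem-like class. Thinning and the detection minimum were varied for the results that use them. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.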

Results

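Gene expression was measured in single cells of 3 R26-SHH rhabdoid tumours, each from a different mouse in which Smarcb1 had been inactivated. The files held 12467 barcodes in tumour 1, 9485 in tumour 2 and 6428 in tumour 3, with totals of 79529921, 40151353 and 67645602 UMIs. After filtering, 20819 cells remained, and tumour 2 was the shallowest with a median of 2368.5 UMIs per cell against 7132 in tumour 1 and 8070 in tumour 3. All samples belong to a single group, so the values below compare classes of cells within the same tumours, with n = 3 tumours unless stated.

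The first question was which cell classes make up these tumours. Of the 14 clusters, 12 could be named. The neural classes together held 52.8% ± 8.41 of the cells (mean ± SD, n = 3). The neural progenitor-like class took 18.2% ± 4.71, the stem-like class 18.2% ± 2.74, the cycling class 8.47% ± 2.68 and the neuronal-like class 7.94% ± 2.88. Among the other classes, immune-like cells were the most numerous with 8.91% ± 2.58. By mean share, endothelial-like cells followed with 3.39% ± 2.16, oligodendrocyte-like cells with 1.89% ± 1.40, mural-like cells with 1.05% ± 0.223 and astro-glial-like cells with 1.02% ± 0.558. Oligodendrocyte-like cells outnumbered endothelial-like cells in tumour 1 (2.30 against 1.97%) and tumour 2 (3.04 against 2.32%). In tumour 3 they were fewer (0.330 against 5.87%). A further 30.9% ± 8.31 had no class, with 22.2% in tumour 1 (exact 95% interval 21.3 to 23.1%), 38.7% in tumour 2 (37.6 to 39.9%) and 31.9% in tumour 3 (30.6 to 33.2%). These cells came from 2 clusters of low depth, cluster 0 with 4975 cells and cluster 5 with 1294 cells. The median depth of cluster 0 was 1180, 1061.5 and 841.5 UMIs in the 3 tumours, against 9680, 7093 and 19291.5 UMIs in the neural classes. The shares depended on the settings. Removing only cells that fail both quality limits left 6.14% without a class and put 48.8% into the progenitor-like class, while resolution 0.2 gave 1.93% stem-like and 13.7% neuronal-like cells.

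**Figure D1:**
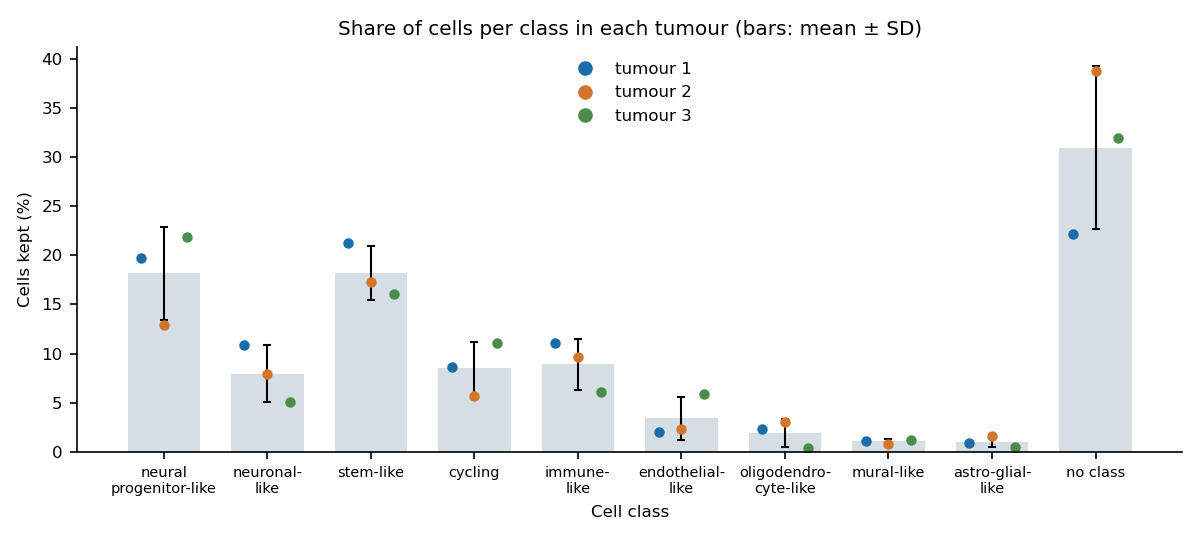
Share of the cells kept (%) in each cell class, with a point per tumour and bars at the mean ± SD of the 3 tumours. Cells without a class averaged 30.9%, and the progenitor-like and stem-like classes 18.2% each.

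Smarcb1 (ENSMUSG00000000902, chromosome 10, 75896769 to 75921617) is the gene inactivated in this model, and its level was compared between the neural classes and the immune-like cells of the same tumours. The neural classes had 0.386 CPM in tumour 1 (95% interval 0.242 to 0.585), 0.868 CPM in tumour 2 (0.544 to 1.31) and 0.472 CPM in tumour 3 (0.308 to 0.692), from 22, 22 and 26 UMIs. Immune-like cells had 28.9 CPM (24.6 to 33.7), 19.7 CPM (15.5 to 24.6) and 21.3 CPM (15.8 to 28.1). The log2 difference was -6.02 (SE 0.39) with an adjusted p of 4.05e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was negative in 3 of 3 tumours. The alternative that moved it most formed the classes from marker UMIs and gave -2.93. All alternatives kept its direction and its side of the threshold. Pooled over the tumours, endothelial-like cells had 43.0 CPM, mural-like cells 75.7 CPM, oligodendrocyte-like cells 72.2 CPM and astro-glial-like cells 22.9 CPM. In tumour 1, astro-glial-like cells had 0 Smarcb1 UMIs among 160402, which allows up to 23.0 CPM by the exact interval. The neuronal-like sum of each tumour held only 2 Smarcb1 UMIs, so differences between the neural classes could not be measured at this depth.

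**Figure D2:**
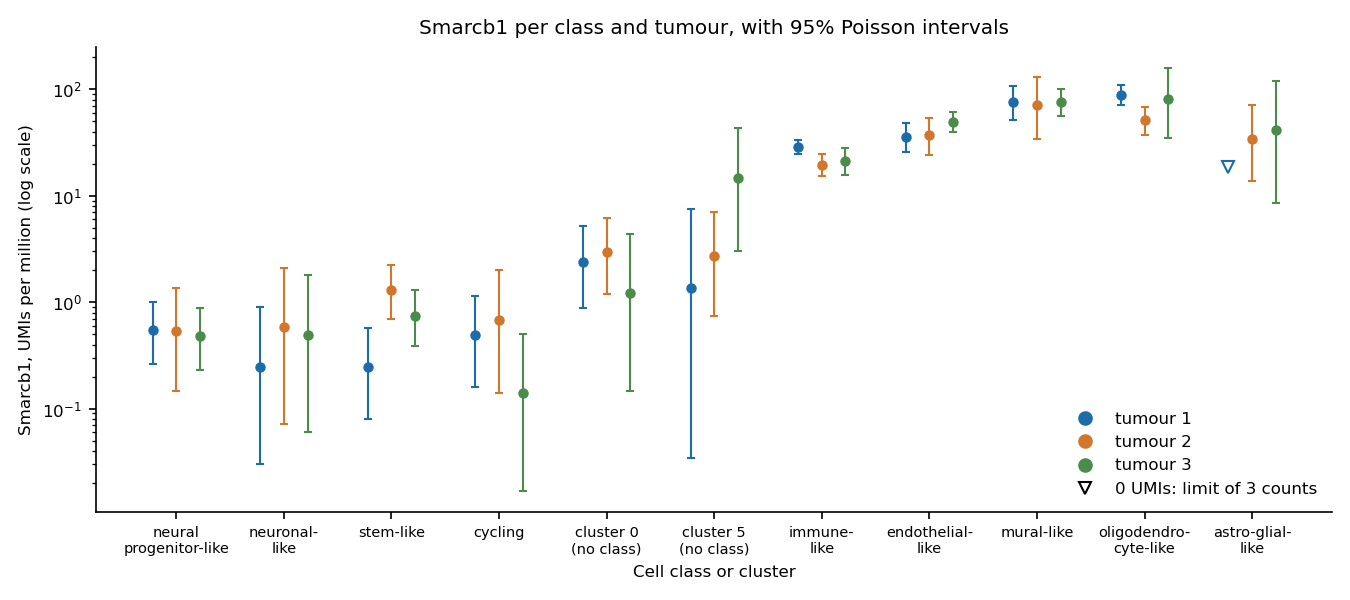
Smarcb1 in CPM (log axis) for each class or cluster and tumour, with 95% Poisson intervals and an open triangle for the limit of 3 counts where no UMI was seen. The neural classes of the 3 tumours together lie between 0.386 and 0.868 CPM, and the immune-like cells between 19.7 and 28.9 CPM.

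The next comparison asked which held-out genes differ between neuronal-like and progenitor-like cells, since the study set progenitors against committed neurons. Of the 83 list genes tested, 28 had an adjusted p under the threshold over all genes, 11 higher and 17 lower in neuronal-like cells, and 33 did when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count fell most without tumour 1, to 11 genes, and was 13 without tumour 2 and 37 without tumour 3. The 11 and the 13 were all among the 28, and all 28 were among the 37. Among the alternatives that kept all tumours, dropping the block gave 12 and a resolution of 1.2 gave 50. The classes differed at resolution 1.2. There 1134 cells were neuron-restricted progenitor-like, and the neuronal-like class held a shallow cluster of 1019 cells. In the main clustering, the leading genes of the neuronal-like cluster came from both the neuronal and the neuron-restricted progenitor lists. That class can therefore hold cells of both kinds. Which main class the 1134 cells belonged to was not counted. Of 6 neuronal repressors, 4 were lower and none was higher, also with RLE size factors and in DESeq2. Rest (ENSMUSG00000029249, chromosome 5, 77265491 to 77286432) fell from 107 ± 10.7 CPM in progenitor-like cells to 45.2 ± 15.5 CPM in neuronal-like cells, a log2 difference of -1.40 (SE 0.20, adjusted p 4.45e-05, edgeR). Id4 (ENSMUSG00000021379, chromosome 13, 48261228 to 48266026) differed by -2.10 (SE 0.27, adjusted p 1.40e-05, edgeR), Id3 (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755) by -1.97 (SE 0.34, adjusted p 3.44e-04, edgeR) and Id1 (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410) by -1.15 (SE 0.24, adjusted p 0.00236, edgeR), each in the same direction in 3 of 3 tumours. Rest passed the threshold in 17 of the 17 alternatives that could be tested, Id3 in 16, Id4 in 16 and Id1 in 14. Without integration the progenitor-like class held 1, 0 and 1472 cells in the 3 tumours. Its only sum came from tumour 3, so no test is reported. Id4 was then 0.31 higher on the log2 scale in neuronal-like cells. Id2 (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) was not past the threshold, with -0.67 and an adjusted p of 0.151 in edgeR.

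Among SWI/SNF subunits, Actl6b (ENSMUSG00000029712, chromosome 5, 137553517 to 137569582) rose from 1.45 ± 0.933 CPM in progenitor-like cells to 30.9 ± 19.4 CPM in neuronal-like cells. The log2 difference was 4.24 (SE 0.36, adjusted p 1.85e-07, edgeR), higher in 3 of 3 tumours and past the threshold in 17 of 17 alternatives tested. Its immune-like background was 1.34 CPM, so the progenitor-like level was near it. Actl6a (ENSMUSG00000027671, chromosome 3, 32706298 to 32726973), whose exons overlap those of Mrpl47 on the other strand, had 87.4 ± 12.2 CPM in neuronal-like and 87.7 ± 0.978 CPM in progenitor-like cells, a difference smaller than the spread between tumours. In the Notch family, Dll3 (ENSMUSG00000003436, chromosome 7, 28293553 to 28302238) was higher by 1.46 in log2 (adjusted p 2.68e-04, edgeR), and Hes1 (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796) and Hes5 (ENSMUSG00000048001, chromosome 4, 154960923 to 154962371) were lower, both at -1.36 (adjusted p 3.20e-04 and 0.0200, edgeR), in 3 of 3 tumours. The result for Hes5 was not called in DESeq2. Dll1 (ENSMUSG00000014773, chromosome 17, 15367354 to 15376872) with 0.51 and Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) with -0.20 were not past the threshold, and without tumour 3 Dll1 changed sign to -0.14. In the SHH pathway 6 of 13 genes were lower and none was higher, and DESeq2 gave 5 lower. Gli1 (ENSMUSG00000025407, chromosome 10, 127329882 to 127341974), which shares exonic positions with Arhgap9 on the other strand, differed by -1.35 (SE 0.38, adjusted p 0.0192, edgeR) in 3 of 3 tumours, but was called in only 11 of 17 alternatives tested and not in DESeq2. Ptch1 (ENSMUSG00000021466, chromosome 13, 63508328 to 63573598) differed by -0.77 and missed the threshold with an adjusted p of 0.0584 in edgeR. The largest differences among the other list genes that went the same way in all 3 tumours were those of Dll4 (3.22), Mfng (3.1), Isl1 (2.63), Dlx6 (2.10), Dlx5 (1.97) and Notch3 (-1.65). Under removal of only the cells failing both limits, where the neuronal-like class is a shallow cluster, Dlx5 differed by -0.032. Mfng was also present in immune-like cells, with 30.8 CPM.

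The study described a further path from progenitors to less differentiated cells, and stem-like cells were therefore compared with progenitor-like cells. Of the 83 list genes, 21 passed the threshold over all genes, 7 higher and 14 lower in stem-like cells, and 25 passed when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count was 1 without tumour 1, 6 without tumour 2 and 29 without tumour 3. The clusters also mattered, since 10 of the 21 genes were called with 30 principal components, 1 with the opposite direction. The stem-like class then held only the mesenchymal-like cluster. Dll3 differed by -1.68 (SE 0.25, adjusted p 1.14e-04, edgeR), Dll1 by -1.47 (SE 0.29, adjusted p 0.00167, edgeR) and Actl6a by -0.60 (SE 0.14, adjusted p 0.00754, edgeR), each lower in 3 of 3 tumours. They were called in 13, 15 and 11 of 17 alternatives tested, with a negative difference in every one. Id1 was higher by 0.83 (SE 0.22, adjusted p 0.0154, edgeR) in 3 of 3 tumours but was called in only 8 of 17 alternatives tested, and with 30 principal components its difference was -0.95. Rest (-0.30), Id2 (0.16), Id3 (0.13), Id4 (0.47), Actl6b (0.64), Notch1 (0.87), Hes1 (-0.07), Hes5 (0.15), Gli1 (-0.33) and Ptch1 (-0.09) were not past the threshold. Of 18 SWI/SNF genes, 5 were lower and none was higher, against 4 lower with RLE size factors and 6 lower in DESeq2. Among the genes added by size, Dlk1 (3.1), Shh (1.81) and Hey2 (1.69) were higher and Gsx2 (-1.85) was lower in stem-like cells. Shh was not called in DESeq2 and ranged from 1.05 to 2.32 across the fits that left out one tumour. Of 17 alternatives tested, Shh was called in 10, Hey2 in 11 and Dlk1 in 13, and Gsx2 in 11 of 15. With 30 principal components Hey2 was lower by a log2 difference of -0.36, and without integration, against the single progenitor-like sum of tumour 3, Gsx2 was higher by 5.75 without a test. Irx1 had 49, 36 and 3 UMIs in the stem-like sums against 11, 7 and 0 in the progenitor-like sums, and Heyl had 53, 18 and 6 against 0, 2 and 1. Both passed the threshold, but at these counts no fold is given.

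The neuronal-like and stem-like classes, the ends of the described paths, differed in more list genes. The threshold was passed by 47 of 83 over all genes, 23 higher and 24 lower in neuronal-like cells, and by 53 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without tumour 1 the count was 25, without tumour 2 it was 32, and without tumour 3 it was 52. Of 6 neuronal repressors, 5 were lower and none was higher, and DESeq2 gave 4 lower. Id4 differed by -2.57 (SE 0.27), Id3 by -2.10 (SE 0.34), Id1 by -1.98 (SE 0.24) and Rest by -1.10 (SE 0.20), each lower in 3 of 3 tumours with adjusted p-values of 3.37e-07, 5.94e-05, 2.53e-06 and 1.95e-04 in edgeR. Id2 differed by -0.84 (adjusted p 0.0357, edgeR) in 2 of 3 tumours and was not called in DESeq2. Actl6b was higher by 3.6 (adjusted p 1.57e-07, edgeR), Dll3 by 3.14 (adjusted p 1.86e-08, edgeR) and Dll1 by 1.97 (adjusted p 3.14e-05, edgeR), all in 3 of 3 tumours. Actl6a was higher by 0.44 (adjusted p 0.0267, edgeR) in 3 of 3 tumours, and this call held in 7 of 18 alternatives. Of 18 SWI/SNF genes, 9 were higher and none was lower, with 9 also for RLE size factors and 10 in DESeq2. Hes1 differed by -1.29 in 3 of 3 tumours (adjusted p 1.84e-04, edgeR), and Hes5 (-1.51) and Gli1 (-1.01) in 2 of 3 (adjusted p 0.00474 and 0.0477, edgeR). Gli1 was called in 11 of 18 alternatives, but neither with RLE size factors nor in DESeq2. At resolution 0.2 Hes5 was higher by 2.08, and without integration Dll1 differed by -0.64. Notch1 (-1.06, in 3 of 3 tumours) and Ptch1 (-0.68, in 2 of 3) missed the threshold with adjusted p-values of 0.0646 and 0.0556 in edgeR. By size followed Mfng (4.71), Dlk1 (-3.45), Isl1 (3.33), Dlx5 (3.31) and Dlx6 (2.95). Irx1 was also called, from 3, 2 and 0 UMIs in the neuronal-like sums against 49, 36 and 3 in the stem-like sums.

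**Figure D3:**
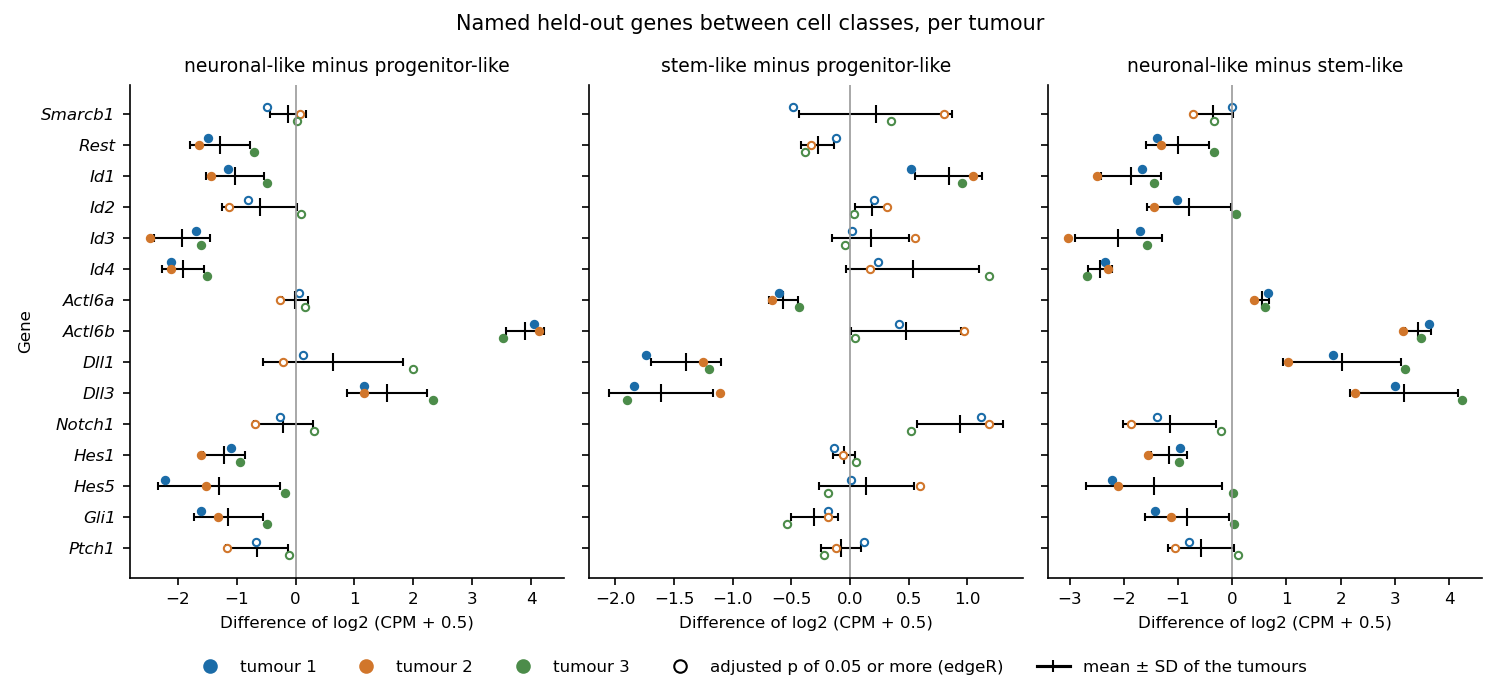
Differences of log2 (CPM + 0.5) between cell classes for the 15 genes reported whatever their result, with a point per tumour, filled where the adjusted p of edgeR was under 0.05, and the mean ± SD of the 3 tumours. Rest, Id1, Id3 and Id4 lie below 0 and Actl6b lies above 0 in both panels that involve neuronal-like cells.

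The genes named by size lie at the following positions of GRCm38. Dll4 (ENSMUSG00000027314) lies on chromosome 2 from 119325784 to 119335962, Mfng (ENSMUSG00000018169) on chromosome 15 from 78755882 to 78773475 and Isl1 (ENSMUSG00000042258) on chromosome 13 from 116298281 to 116309689. Dlx6 (ENSMUSG00000029754) and Dlx5 (ENSMUSG00000029755) are neighbours on chromosome 6, from 6863334 to 6868568 and from 6877805 to 6882085. Notch3 (ENSMUSG00000038146) lies on chromosome 17 from 32120820 to 32166852, Dlk1 (ENSMUSG00000040856) on chromosome 12 from 109452823 to 109463336, and Shh (ENSMUSG00000002633) on chromosome 5 from 28456815 to 28467256. Hey2 (ENSMUSG00000019789) lies on chromosome 10 from 30832359 to 30842801, Gsx2 (ENSMUSG00000035946) on chromosome 5 from 75075601 to 75077893, Irx1 (ENSMUSG00000060969) on chromosome 13 from 71957921 to 71963723 and Heyl (ENSMUSG00000032744) on chromosome 4 from 123233556 to 123249875. Id4, Dll1, Notch3 and Shh overlap exons of non-coding genes on the other strand. No gene named in these comparisons shares exonic positions with another counted gene on its own strand.

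Whether cycling differs between undifferentiated and neuronal cells was examined without the borders between neural clusters, by the presence of a Sox2 or a Dcx UMI at 2000 UMIs per cell. The cells were those of the neural classes and those without a class, and the 68, 82 and 10 cells with both a Sox2 and a Dcx UMI were left out. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) marks undifferentiated neural cells and Dcx (ENSMUSG00000031285, chromosome X, 143855842 to 143933311) young neurons. A UMI of Mki67 or Top2a was seen in 13.8% of 2270 Sox2-positive cells of tumour 1 (exact 95% interval 12.4 to 15.3%), 11.8% of 1056 in tumour 2 (9.95 to 13.9%) and 22.2% of 1180 in tumour 3 (19.9 to 24.7%). Among Dcx-positive cells the shares were 6.21% of 161 (3.02 to 11.1%), 8.17% of 208 (4.83 to 12.8%) and 8.11% of 37 (1.70 to 21.9%). The difference averaged 8.46 percentage points (SD 5.27) and was positive in 3 of 3 tumours. The exact two-sided sign-flip permutation test gave a p of 0.25. That is the smallest this test can give with 3 tumours, so the difference could not pass 0.05 by this test. In immune-like cells of the same tumours Sox2 was seen in 3.53, 3.74 and 4.35% of the cells, against 41.6, 36.1 and 44.0% of the neural and unnamed cells (those with both genes included), and Dcx in 0.705, 1.97 and 0% (0 of 161, up to 1.86%) against 4.07, 9.21 and 1.74%. A UMI of Mki67 or Top2a was seen in 7.94, 7.28 and 16.1% of the immune-like cells. Free RNA and cycling of the immune-like cells were not separated, and the shares of Dcx-positive cells did not clear this background. In tumour 3 the interval of the Sox2-positive cells (19.9 to 24.7%) also overlapped that of the immune-like cells (10.8 to 22.8%). It did not overlap in tumours 1 and 2. Among the alternatives the difference in cycling share moved most without thinning, to 15.8 points.

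The tumours were then examined for regional genes, because the study set the ganglionic eminence against the midbrain-hindbrain boundary as regions of origin. At least 10 CPM in the neural classes of all 3 tumours was reached by 6 of 15 genes of the ganglionic eminence list (among them Ebf1, Gsx1, Isl1 and Meis2) and by 7 of 16 genes of the midbrain-hindbrain list (En1, En2, Fgf8, Irx3, Otx2, Pax3 and Pax5). These names follow from the detection rule and were not chosen beforehand. The rule takes no account of the immune-like background. Ebf1 had 98.2, 98.0 and 19.1 CPM in the neural classes against 2.87, 9.44 and 20.9 CPM in immune-like cells. In tumour 3 it therefore did not exceed that background. A minimum of 20 CPM moved the counts most, to 2 and 4. In the 3 tumours taken singly, 8, 9 and 8 genes of the first list and 7, 7 and 8 of the second reached 10 CPM. By the mean over the tumours, the most abundant were En1 (ENSMUSG00000058665, chromosome 1, 120602418 to 120607992) with 268 ± 141 CPM and Otx2 (ENSMUSG00000021848, chromosome 14, 48657677 to 48673819) with 256 ± 62.4 CPM, against 15.8 and 23.3 CPM in immune-like cells. The order differed in tumour 3, where En1 had 105 CPM, below Pax3 (607), Otx2 (328), Gsx1 (170) and Six3 (144). Otx2 overlaps exons of the antisense gene Otx2os1. From the first list Meis2 had 124 ± 84.6 CPM and Gsx1 93.1 ± 68.0 CPM, against 7.49 and 8.06 CPM in immune-like cells. In tumours 1, 2 and 3 Meis2 had 176, 169 and 26.4 CPM, and Gsx1 had 70.1, 39.6 and 170 CPM. Genes are not replicates, and the lists differ in the genes they hold, so the counts were not tested against each other.

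**Figure D4:**
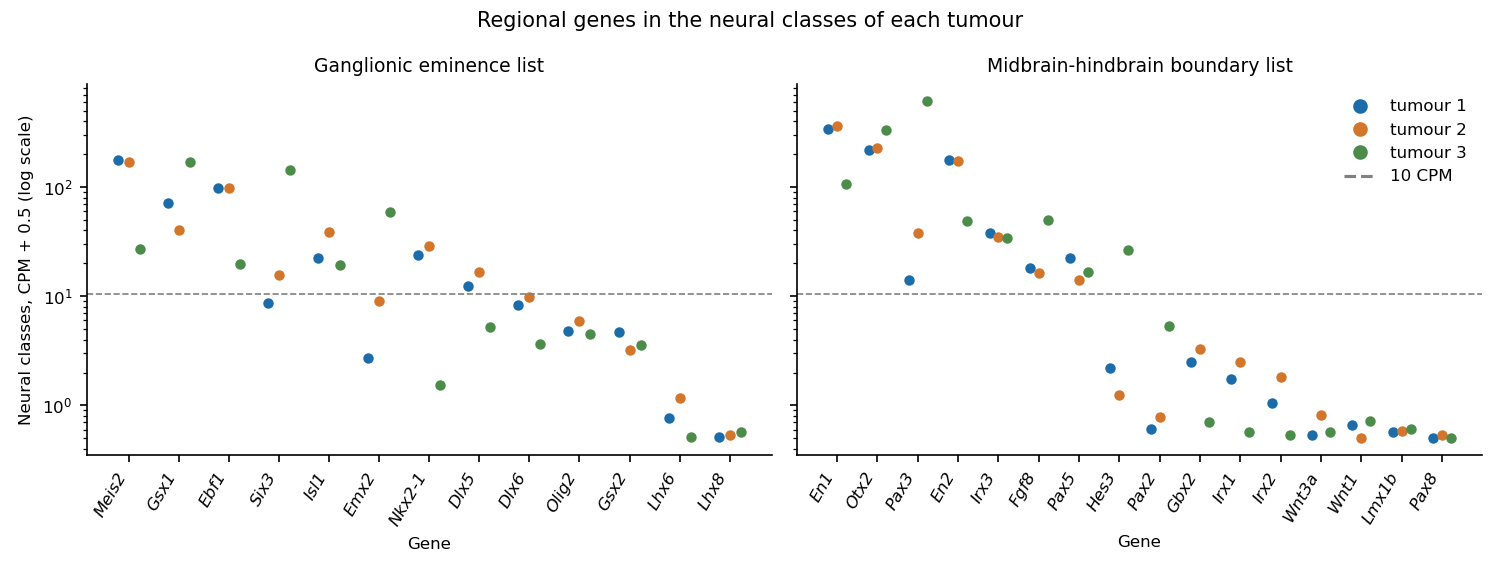
CPM + 0.5 (log axis) of ganglionic eminence and midbrain-hindbrain boundary genes in the neural classes, with a point per tumour and a dashed line at 10 CPM. Over the full lists, 6 of 15 and 7 of 16 genes reach the line in all 3 tumours.

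The last question was how evenly genes of the published SHH signature are detected across cells, which the study described as uneven. At 2000 UMIs per cell, 5155, 2749 and 2517 neural-class cells and 567, 508 and 161 immune-like cells remained in the 3 tumours. Without thinning, the median depths were 9680, 7093 and 19291.5 UMIs in the neural classes and 2824, 5628 and 2362 UMIs in immune-like cells. Fabp7 was seen in 59.0% ± 10.1 of neural-class cells (mean ± SD, n = 3), against 23.1% of immune-like cells. Ttyh1 was seen in 43.6% ± 4.70 against 7.33% and Hes6 in 19.7% ± 3.94 against 7.20%. Lower shares were found for Hes5 with 8.43% ± 1.89 against 0.953%, Insm1 with 5.74% ± 3.29 against 0.833%, Dll3 with 4.73% ± 0.594 against 0.604% and Stmn4 with 3.09% ± 0.587 against 1.41%. Only Hes5 and Dll3 were held out of clustering and naming. Fabp7, Ttyh1, Hes6, Insm1 and Stmn4 are on marker lists that named clusters. Their differences from immune-like cells therefore follow in part from how the classes were formed. In tumour 3, Insm1 was seen in 0 of 161 immune-like cells, which allows a share of up to 1.86%. The exact intervals overlapped for Stmn4 in tumour 2 (2.67 to 4.05% against 0.556 to 2.82%) and tumour 3 (2.85 to 4.33% against 0.681 to 6.24%), and for Insm1 in tumour 3, and the differences were not tested tumour by tumour. The shares rose most without thinning, to 86.5% for Fabp7, 76.3% for Ttyh1, 49.8% for Hes6, 20.6% for Hes5, 15.3% for Dll3, 14.3% for Insm1 and 9.91% for Stmn4. In immune-like cells the unthinned shares were 54.4, 17.0, 15.0, 4.59, 2.07, 1.75 and 1.83% in the same order.

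**Figure D5:**
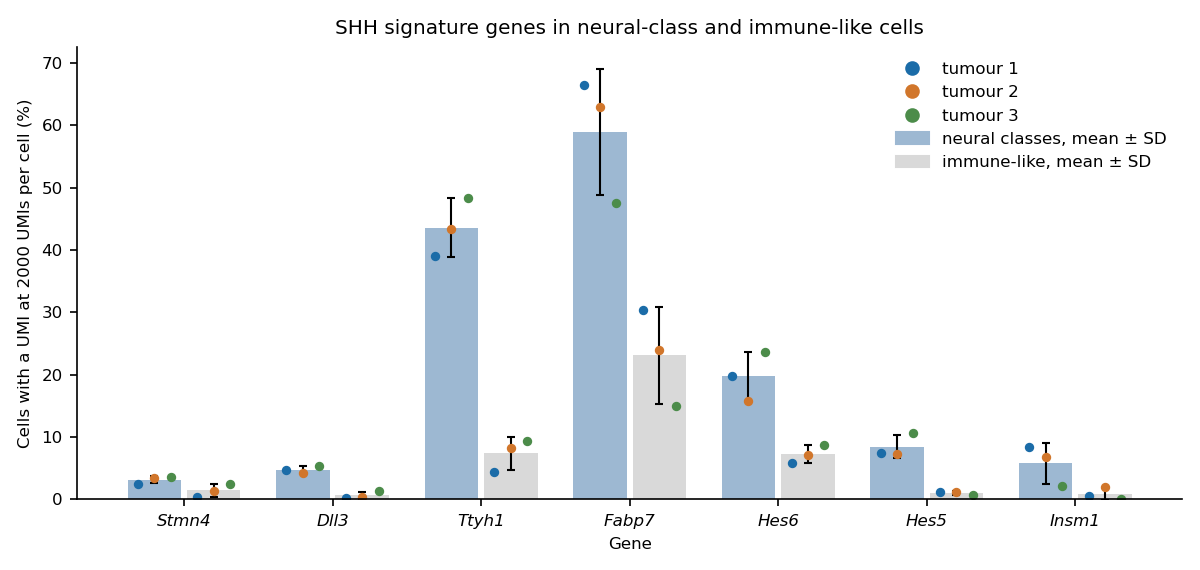
Share of cells (%) with at least 1 UMI of signature genes at 2000 UMIs per cell, in the neural classes and in immune-like cells, with a point per tumour and bars at the mean ± SD of the 3 tumours. Mean shares in the neural classes run from 3.09% for Stmn4 to 59.0% for Fabp7.

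Of the signature genes not placed above, Fabp7 (ENSMUSG00000019874) lies on chromosome 10 from 57784881 to 57788450, Ttyh1 (ENSMUSG00000030428) on chromosome 7 from 4119408 to 4136708 and Hes6 (ENSMUSG00000067071) on chromosome 1 from 91411483 to 91414038. Insm1 (ENSMUSG00000068154) lies on chromosome 2 from 146221921 to 146225020 and Stmn4 (ENSMUSG00000022044) on chromosome 14 from 66344296 to 66361680.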

Values the study reported

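The study states a target of 1000 recovered cells per sample for its single-cell libraries. From its clustering, the study put forward 13 possible cell populations in the mouse tumours.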

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

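The tests of intact Smarcb1 in clusters 0 and 5 were chosen only after their Smarcb1 levels had been seen, and so were the test of mitochondrial RNA and the marker values weighted by tumour or without the oligodendrocyte lineage, while the tests of depth and of ribosomal and non-coding RNA were set before their values were known.

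Cluster 0 lies outside the comparisons between cell classes, and its cells enter only the cycling comparison, where deep enough. Its Smarcb1 level of 2.31 CPM (95% interval 1.29 to 3.81, pooled over the tumours) was above the pooled 0.509 CPM of the neural classes. The interval lies far below the 24.3 CPM of immune-like cells, which argues against a cluster made of cells with intact Smarcb1. Low depth alone is also argued against. Non-coding genes took 7.03 percentage points more of the UMIs than in the neural classes (SD 0.927, n = 3). Between 2 immune-like clusters of different depth, the shallow minus the deep one, the difference was 0.154 points (SD 0.999, from -0.766 to 1.22). An unspecified cluster characterised by non-coding RNAs was also described by the study. Malat1 took 10.3, 11.1 and 4.28% of the UMIs of cluster 0 in tumours 1, 2 and 3, against 4.16, 5.14 and 2.44% in the neural classes. It held most of the non-coding difference of cluster 0 in tumours 1 and 2, but not in tumour 3. A loss of cytoplasmic RNA remains a candidate explanation for the cluster, because ribosomal protein genes took -6.15 points relative to the neural classes (SD 1.45) with the sign the same in all 3 tumours. Between the same immune-like clusters this share differed by 4.14 points (SD 3.47), in the other direction. Nuclei without cytoplasm are argued against, since mitochondrial genes took 3.49 points more than in the neural classes (SD 2.36), from 1.08 to 5.81 points across the 3 tumours. Nuclei together with free RNA were not tested. For the raised Smarcb1, RNA or cells of other types cannot be told apart from another source. The summed markers of immune, endothelial, oligodendrocyte lineage and mural cells reached 32.4% of their level in all cells kept, weighted by the tumours' shares of the UMIs of the cluster, against 6.99% in the neural classes. Smarcb1 reached 46.8% on the same scale with a lower bound of 26.2%. The lists differed between tumours, with 318, 727 and 297 CPM for the immune list and 248, 1138 and 61.3 CPM for the oligodendrocyte lineage list in tumours 1, 2 and 3. The oligodendrocyte lineage list also reached 21.4% of its level in the neural classes, so it is not specific to other cells. Without it the other 3 lists reached 20.7%, under the lower bound for Smarcb1, so the outcome hangs on that list and on the 15 Smarcb1 UMIs of the cluster, which keep this open. Free RNA and whole cells of other types were not separated by this test, and no biological explanation was tested.

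Cluster 5, which carries neuronal genes at low depth and also has no class, had 3.32 CPM of Smarcb1 (95% interval 1.43 to 6.55), again above the neural classes. In tumours 1 and 2 the higher upper bound was 7.51 CPM, which argues against intact Smarcb1 there. In tumour 3 the level was 14.8 CPM from 3 UMIs in 81 cells (3.05 to 43.2 CPM), so cells with and without Smarcb1 cannot be told apart there, because the count is too small. For the pooled value, RNA or cells of other types cannot be told apart from another source. Their markers reached 24.5% of the level in all cells kept, weighted as above (15.5% without the oligodendrocyte lineage list). Smarcb1 reached 62.6% with a lower bound of 27.04%, which lies above both marker values. The 8 Smarcb1 UMIs of the cluster keep this open, since 3 of them came from the 81 cells of tumour 3. In the tumours taken singly the markers reached 14.9, 28.4 and 16.1%, and Smarcb1 reached 26.4, 48.6 and 401%. No biological explanation was tested.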

How the results depend on the processing

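The alternatives that add the shallow neuronal cluster or set mesenchymal-like cells apart were chosen only after the clusters had been seen, and the other tests were planned. All of them could be run, but without integration the progenitor-like class held 1, 0 and 1472 cells in the 3 tumours. The comparisons with it rest on a single sum there, so they are given without a test and without a count of list genes. Gsx2 was tested in only 15 alternatives.

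Over all results and alternatives, 1055 values kept their direction and their side of the threshold or moved by less than the spread between tumours. Of the others, 119 were weaker, 35 stronger, 62 reversed and 73 moved. Smarcb1 in the neural classes against immune-like cells kept its direction and its call throughout, with log2 differences from -6.43 to -5.55 across the 3 fits that each left out one tumour and -2.93 with classes from marker UMIs (adjusted p 2.15e-04 in edgeR, within 9.66e-45 to 2.50e-04 over the alternatives), where 4.67, 5.89 and 4.95% of the cells in the neural classes came from clusters of other types and 14.5, 29.3 and 13.7% from clusters without a class. Whether these cells caused the change was not tested. The mean difference in cycling share ranged from 5.64 to 10.9 points across the fits that left out one tumour.

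The counts of list genes depended on the tumours. They ranged from 11 to 37 for neuronal-like against progenitor-like cells, from 1 to 29 for stem-like against progenitor-like cells and from 25 to 52 for neuronal-like against stem-like cells across the 3 fits that each left out one tumour. The low ends came without tumour 1 and the high ends without tumour 3, and all 11, 1 and 25 genes were among those called with all tumours. A fit to fewer tumours has less power by construction, but this does not explain the higher counts without tumour 3, and the cause of those was not tested. Without the block the counts were 12, 6 and 28. For neuronal-like against progenitor-like cells they were 50 at resolution 1.2 and 46 when only cells failing both limits were removed, and with classes from marker UMIs they were 11 for stem-like against progenitor-like and 29 for neuronal-like against stem-like cells.

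For the 63 results on named genes, 888 of 1132 values kept direction and side, and 28 values from the single sum without integration moved. DESeq2 gave 58 the same and 5 weaker, RLE size factors 62 and 1, and the fit without the block 43 and 20. Among them a reversal past the threshold on both sides occurred only 1 time, for Hes5 at resolution 0.2 in neuronal-like against stem-like cells. Of their reversed values, 9 passed the threshold of edgeR under the alternative. These were Smarcb1 with classes from marker UMIs and Dll1 at resolution 1.2 and under removal of only cells failing both limits in neuronal-like against progenitor-like cells, Id2 and Hes5 at resolution 0.2 and Notch1 and Hes5 with 30 principal components in stem-like against progenitor-like cells, and Smarcb1 under removal of only cells failing both limits and Hes5 at resolution 0.2 in neuronal-like against stem-like cells. Over all list genes, 8 calls between neural classes had the opposite direction. They were 4 under removal of only cells failing both limits, 1 at resolution 1.2 and 1 at resolution 0.2 in neuronal-like against stem-like cells, and 1 each at resolution 0.2 and with 30 principal components in stem-like against progenitor-like cells. Causes of the reversals were not tested unless named. In the fits leaving out one tumour, neuronal-like against progenitor-like cells ranged from -0.14 to 0.86 for Dll1 and -0.59 to 0.0011 for Notch1, and stem-like against progenitor-like cells from -0.13 to 0.90 for Smarcb1, -0.041 to 0.22 for Id3 and -0.093 to 0.26 for Hes5.

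With 30 principal components, the reversed log2 differences were 0.060 for Actl6a in neuronal-like against progenitor-like cells. In stem-like against progenitor-like cells they were -0.95 for Id1, -0.59 for Id2, -0.42 for Id3, -0.092 for Actl6b, -1.68 for Notch1, -1.91 for Hes5, 0.66 for Gli1, 0.45 for Ptch1 and -0.36 for Hey2, and in neuronal-like against stem-like cells 1.06 for Notch1 and 0.064 for Hes5. Removing only cells that fail both limits gave 1.90 for Smarcb1, -1.02 for Dll1, -0.16 for Dll3 and -0.032 for Dlx5 in neuronal-like against progenitor-like cells. It gave -0.20 for Smarcb1, -0.51 for Actl6b and 0.11 for Hes1 in stem-like against progenitor-like cells, and 2.11 for Smarcb1 and -0.059 for Actl6a in neuronal-like against stem-like cells. Under that setting the neuronal-like class is a shallow cluster of 1658 cells, while the deep cluster with neuronal genes, of 1700 cells, has no class, and 8215 shallow cells are named progenitor-like.

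Classes from marker UMIs gave 2.47 for Smarcb1, -0.44 for Dll1 and 0.36 for Notch1 in neuronal-like against progenitor-like cells. They gave -0.094 for Id2, -0.14 for Id4, -0.80 for Actl6b, 0.041 for Hes1 and -0.42 for Hes5 in stem-like against progenitor-like cells, and 0.69 for Smarcb1, -0.038 for Actl6a and 0.074 for Irx1 in neuronal-like against stem-like cells. Without integration the values against the single progenitor-like sum were 0.31 for Id4 in neuronal-like cells and 5.75 for Gsx2 in stem-like cells, and -0.64 for Dll1 in neuronal-like against stem-like cells.

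The stem-like class was only the mesenchymal-like cluster at resolution 0.2, with 30 principal components, without integration and when only cells failing both limits were removed. At resolution 0.2, neuronal-like against progenitor-like cells gave 0.32 for Smarcb1 and 0.072 for Actl6a. Stem-like against progenitor-like cells gave -0.31 for Smarcb1, 0.043 for Rest, -0.65 for Id1, -1.14 for Id2, -0.015 for Id3, -0.84 for Id4, -0.43 for Actl6b, -0.68 for Notch1, 0.37 for Hes1, -3.71 for Hes5, 0.88 for Gli1 and 0.091 for Ptch1, and neuronal-like against stem-like cells gave 0.63 for Smarcb1, 0.26 for Id2 and 2.08 for Hes5. Resolution 1.2, where the neuronal-like class held a shallow cluster of 1019 cells, gave -1.10 for Dll1 in neuronal-like against progenitor-like cells. Adding the shallow neuronal cluster gave 0.43 for Smarcb1 there, and 0.068 for Smarcb1 against stem-like cells. In stem-like against progenitor-like cells Hes1 was 0.032 after thinning, and Hes5 was -0.13 with doublets kept. The few Smarcb1 UMIs in the neural classes limit every comparison of that gene between them.

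The class shares (%) depended on the clusters and filters. Without integration they were 33.9 for the neural classes, 10.1 for progenitor-like (nearly all in tumour 3), 2.95 for neuronal-like, 12.96 for stem-like and 49.4 for no class, since the largest progenitor cluster had no name. Resolution 0.2 gave 34.1 progenitor-like, 13.7 neuronal-like and 1.93 stem-like, resolution 1.2 gave 9.83 progenitor-like, and 30 principal components gave 28.2 progenitor-like and 7.08 stem-like. Removing only cells that fail both limits gave 76.4 for the neural classes, 48.8 progenitor-like, 12.9 stem-like and 6.14 for no class. Across the fits leaving out one tumour the neural classes ranged from 49.0 to 57.3.

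A minimum of 20 CPM left 2 ganglionic eminence and 4 midbrain-hindbrain genes. The signature shares (%) depended on depth by construction. At 1000 UMIs per cell they were 1.96 for Stmn4, 2.66 for Dll3, 28.1 for Ttyh1, 45.4 for Fabp7, 10.8 for Hes6 and 5.25 for Hes5. Without thinning they were 9.91 for Stmn4, 15.3 for Dll3, 76.3 for Ttyh1, 86.5 for Fabp7, 49.8 for Hes6, 20.6 for Hes5 and 14.3 for Insm1, and removing only cells that fail both limits gave 2.49 for Stmn4, 3.6 for Dll3 and 14.6 for Hes6.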

Other observations

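The counts over other splits of the sums and the genes that set tumour 3 apart were chosen only after the results were seen, while the test of Epcam-positive cells was set before its value was known.

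Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129), a gene of the choroid plexus marker list, was among the leading genes of the progenitor-like cluster. The study removed non-tumour cells by the expression of Ptprc, Epcam and Smarcb1. Here Epcam-positive cells of the neural classes had 0.364 CPM of Smarcb1 (95% interval 0.249 to 0.514) and Epcam-negative cells 0.769 CPM. Immune-like cells had 24.3 CPM, so the Epcam-positive cells as a group lay far below them. Both groups are parts of the neural classes, whose pooled level was 0.509 CPM, so the low value largely restates that level. A small share of cells with intact Smarcb1 among them was not excluded. Why the gene is present was not tested, and no biological explanation was tested.

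For each of the 4 comparisons fitted across genes, the 6 sums of the 2 classes can be split into 3 and 3 in 10 ways. Only 1 of the 10 splits, the real one, gave as many list genes under the threshold in the comparisons between neural classes, and only 1 gave as small a p for Smarcb1 against immune-like cells. The same held among the 4 splits that part all pairs of sums from the same tumour. Fitted on these 6 sums alone, the real splits gave 37 list genes for neuronal-like against progenitor-like cells, 43 for stem-like against progenitor-like cells, 45 for neuronal-like against stem-like cells and 68 for neural classes against immune-like cells. The other splits gave 0, with at most 9, 6, 5 and 1 list genes at an unadjusted p under 0.05. With 10 splits a share below 0.1 cannot occur, so by this count alone chance cannot be told apart from a class difference, which the small number of sums keeps open. The p of edgeR for Smarcb1 against immune-like cells was 1.96e-06 in the real split and at least 0.180 in the others.

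Tumour 3 differed from the other 2 in several regional genes of the neural classes, and these genes were chosen after their values were seen. Pax3 (ENSMUSG00000004872, chromosome 1, 78101267 to 78197134) had 13.5, 37.2 and 607 CPM in tumours 1, 2 and 3. Six3 (ENSMUSG00000038805, chromosome 17, 85613608 to 85629302) had 8.21, 15.0 and 144 CPM, and Nkx2-1 (ENSMUSG00000001496, chromosome 12, 56531958 to 56536908) had 23.1, 28.2 and 1.03 CPM. In immune-like cells Pax3 had 0, 2.30 and 74.2 CPM. No biological explanation was tested, since the labels set the tumours in a single group.

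The files held between 6428 and 12467 barcodes per tumour. That is higher than the number quoted from the study above.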
